A study of Mus musculus with 331 samples.

How the data were processed

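The data were gene expression profiles from spatial transcriptomics, an assay in which a thin tissue section is laid on a slide that carries printed spots of capture probes. Each spot has its own barcode, so that the polyadenylated RNA released from the tissue is read out together with its place on the section. A spot is a small region and holds parts of several cells of different types. The tissue was mouse spinal cord. The labels describe 331 arrays and 10 groups of mice by genotype and age, with ages written as p30, p70, p100 and p120, taken here as days after birth. The genotypes were B6SJLSOD1-WT (WT below), B6SJLSOD1-G93A (G93A below, a line with a mutant SOD1 that is used as a model of amyotrophic lateral sclerosis) and a line labelled with floxed Atg7 alleles, a Cre recombinase under Chat and a SOD allele (the ATG7 model below).

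For each array the authors deposited a table of counts per gene and spot, and for nearly every spot over tissue an anatomical region of their own annotation. Per the labels, a group of p70 arrays of the L6 barcode version carried sections of a WT and of a G93A mouse together, and the count tables of these arrays were made with ST Pipeline v0.8.5. For the remaining arrays the aligner, the pipeline and its version, and for all arrays the genome build and annotation, are not given in the sources used here. The deposited counts were whole numbers and were used as raw counts, with no normalisation by the authors assumed. Whether the authors collapsed reads by molecular identifiers is not given in the sources used here. The region annotation was used as deposited, and no clustering, cell-type deconvolution or doublet detection was run. The tables held 83740 spots, of which 77445 carried one of 12 named regions, 5321 were marked as undefined by the authors and 974 had no annotation. Spots without a named region entered none of the 24 comparisons below and are described, and compared between groups, only in the closing section. Counts assigned to ambiguous features made up 0.564% of the counts and stayed out of library sizes and tests.

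The 345 count tables fell into 3 sets by the gene symbols they listed, of 43, 260 and 42 tables. Of 22923 symbols in any set, 17261 were listed in all 3, and the other 5662 were left out of the tests because a symbol missing from a set would have appeared as a count of 0. The tables give symbols only. Identifiers and coordinates were taken from the GENCODE vM21 annotation of GRCm38 by symbol, with 21819 symbols matched, and it is not known whether the authors used this build. Gene symbols are printed as in the files, where a dot stands in place of a hyphen.

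The mouse was the replicate. Counts were summed over the spots of a mouse within a region and over the arrays of that mouse, for 67 mice, and spots and arrays were never treated as replicates. The sums analysed were all spots with a named region, the ventral horn and the dorsal horn. A mouse entered a region with at least 10 spots and 10000 counts there, which all 67 did. Over named regions the mice held 228021109 counts in total. Mice on L6 arrays had a median of 644047 counts (26 mice) and mice on L7 or L8 arrays a median of 4133415 (41 mice). All mice of the ATG7 model were on L7 or L8 arrays. Precision therefore differed between mice and was lower for most mice on L6 arrays, although the shallowest mouse (G93A p70 replicate 7, 197123 counts) was on an L7 array. Intervals and floors given for counts cover counting error only.

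Changes were tested with the quasi-likelihood test of edgeR 4.0.16 (glmQLFit and glmQLFTest, robust) in R 4.3.3, with TMM normalisation and edgeR's filterByExpr on low counts, which left 13809 genes over all named regions, 10949 in the ventral horn and 9219 in the dorsal horn. All 10 groups entered a single fit per region, so that they shared an estimate of the spread, with sex and array version (L6 against L7 or L8) as covariates. A gene was called changed at a Benjamini-Hochberg adjusted p below 0.05. Standard errors were derived from the fold change and its F statistic. The comparisons, 24 in all, were G93A against WT at each age, the difference of that genotype effect between successive ages and between the sexes in the ventral horn, its difference between ventral and dorsal horn within mice (mouse as a block, both horns in a single fit of 10948 genes), and the ATG7 model against G93A at p100 and p120. Gene lists, 8 in number, were tested over 6 comparisons with camera in limma 3.58.1 (preset inter-gene correlation 0.01), with fry and with camera under an estimated correlation beside it. Normalised CPM (counts scaled to a common library size) in the text use the TMM-scaled library size, and a mean is given with the SD over mice.

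The groups, tests, covariates, gene lists and most alternatives were fixed before the data were examined, as was the rule for the genes named: Sod1, Atg7, Tyrobp, Trem2, Apoe, B2m, Aif1, Gfap, Slc1a2 and Chat in the ventral horn of every group whatever their result, and for each ventral horn comparison and each difference between regions, ages or sexes the 3 higher and the 3 lower called genes with the smallest p, with Xist and Ddx3y as a check of the sex labels. Genes named outside this rule are said to be so. Alternatives were DESeq2 1.42.0 (Wald test), its size factors within edgeR, no filter on low counts, no sex term, no array version term, L6 arrays alone, L7 and L8 arrays alone, a minimum of 30 spots, only the groups compared, limma voom with mouse as a random effect for the difference between horns, and each mouse left out in turn where a group held 5 mice or fewer. Alternatives added after the tables had been read were the gene name set as a covariate and all gene symbols. Also added was a fit of the 47 mice assigned to the most frequent gene name set. Of these, G93A p100 replicate 4 and replicate 2 of WT and G93A at p70 also held tables of another set. Further ones were the omission of 3 mice whose sex genes went against their sex label and the omission of single libraries. A replicate block for the p70 mice on shared arrays was added as well.

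The scripts were tested on simulated counts, drawn from the mean of each gene over all mice and from the real library sizes. In the ventral horn, 200 genes were changed 2-fold per comparison. The changed genes were picked among the more abundant genes only, so the recoveries below do not cover genes of low abundance. For G93A against WT, edgeR recovered 85.5% of the changed genes at p70 and 78.5% at p100, over 9042 genes, with 10 and 5 false calls. For the ATG7 model against G93A at p100 it recovered 85.8% of 400 changed genes over 9042 genes. For the difference of the genotype effect between the sexes it recovered 85% over 8498 genes. For the difference between ventral and dorsal horn it recovered 20% at p70 and 17.5% at p100 over 9065 genes. Most changes of 2-fold were thus missed in the simulation. The 2 horns of a mouse were simulated independently, without a shared mouse effect that the block could remove. The recovery in the real data may therefore differ. At p30 only the 200 genes of the difference between the sexes were changed, in G93A females, and these were left out of the scoring. There G93A against WT gave 2 false calls by edgeR and 7 by DESeq2.

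Files were compared before averaging. No pair of count tables was identical, and of 208 pairs of mice of one group the lowest chi-square per degree of freedom over genes was 1.77, so that each mouse was kept as a replicate. Replicate numbers count the mice of a group, except that per the labels the WT and G93A p70 mice 1, and likewise those numbered 2, had their sections on the same arrays. Deviations of these mice from their group means correlated at 0.212 and 0.041 in the ventral horn, against 0.084 and 0.004 for mice on different arrays. Over all named regions the correlations were higher, at 0.374 and 0.105 against 0.139 and 0.06. Of the count tables, 2 held no counts in named regions. Tables and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. Permutation tests were two-sided and exact, or used 100000 resamples where a group was large.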

Results

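Spatial transcriptomics was applied to spinal cord sections of mice that model amyotrophic lateral sclerosis (ALS), a disease in which motor neurons are lost, at 4 ages, to follow gene expression by region and over time. The 331 arrays came from 67 mice in 10 groups. WT mice numbered 6 at p30, 4 at p70, 8 at p100 and 6 at p120. G93A mice numbered 10 at p30, 8 at p70, 5 at p100 and 9 at p120. The ATG7 model was represented by 5 mice at p100 and 6 at p120. The median spot in a named region held 2188 counts, with the central 90% of spots between 459 and 7990. Grey matter spots were deeper than white matter spots, with medians of 3066 counts in the ventral horn (14926 spots), 3307 in the dorsal horn (7406 spots) and 1512 in the ventral lateral white matter (6163 spots).

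Total counts per mouse over named regions varied by group. The median was 3167695 in WT at p30 (225534 to 7738998), 2528758 at p70 (981792 to 4080931), 1177448 at p100 (234608 to 3879499) and 769478 at p120 (342706 to 8037312). In G93A mice the median was 2501799 at p30 (493668 to 6883660), 1589223 at p70 (197123 to 5142660), 640309 at p100 (589559 to 2960558) and 1382519 at p120 (317471 to 6733654). The ATG7 model was the deepest, with medians of 9443259 at p100 (5403198 to 12578372) and 6499104 at p120 (5968728 to 12326400). Depth and array version were therefore not balanced between the ATG7 model and G93A. In the ventral horn the totals ran from 35341 to 3148756 counts per mouse, and in the dorsal horn from 27255 to 2259239.

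The genes named in the genotype labels were examined first. Whether reads from an SOD1 transgene count towards the mouse Sod1 symbol (ENSMUSG00000022982, GRCm38 chromosome 16, 90220754 to 90226329, plus strand, protein-coding) is not given in the sources used here. Sod1 in the ventral horn was 2411 ± 251 normalised CPM (SD, n = 6) in WT and 5048 ± 1925 (n = 10) in G93A at p30. The values were 3721 ± 892 (n = 4) and 6189 ± 2155 (n = 8) at p70, 3299 ± 878 (n = 8) and 5949 ± 3103 (n = 5) at p100, and 3392 ± 878 (n = 6) and 4170 ± 1877 (n = 9) at p120. At the late ages part of the spread followed the gene name set, which was not a term in the reported fit. Over all named regions, G93A mice of the set of 43 tables held 7940 and 6189 Sod1 CPM at p100, the others 3064 to 3602. At p120 they held 6619 and 5849, the others 1714 to 4236. WT mice of that set were also the highest at both ages (up to 3904 and 3776). At p100 the G93A mice of that set were also the L6 mice of their group. In the reported fit the log2 fold change of Sod1 fell short of the threshold at each age over all genes tested by edgeR, with 1.02 (SE 0.27, adjusted p 1) at p30, 0.84 (SE 0.33, adjusted p 1) at p70, 0.81 (SE 0.29, adjusted p 0.0674) at p100 and 0.30 (SE 0.27, adjusted p 0.494) at p120. Without the library labelled G93A p30 replicate 1 the p30 value was 1.16 (adjusted p 0.00165), while the adjusted p over the alternatives ran from 2.27e-06 to 1. At p70 it ran from 0.000517 (only the groups compared) to 1, and no other alternative called Sod1 there. At p100 it ran from 0.0158 to 0.526, with Sod1 called by DESeq2 (0.0158), with its size factors in edgeR (0.0338), with only the groups compared (0.0318) and without the mice of contradicted sex labels (0.0456). That library held 403 Sod1 CPM over all named regions (884 counts), against 3514 to 5817 in the other G93A mice of that age and a lowest WT value of 1546, so its genotype label is not borne out by this gene.

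Atg7 (ENSMUSG00000030314, chromosome 6, 114643097 to 114860614, plus strand, protein-coding) was 13.8 ± 3.82 normalised CPM (n = 5) in the ventral horn of the ATG7 model at p100 and 12.6 ± 3.38 (n = 6) at p120. In G93A it was 51.6 ± 21.5 (n = 5) and 53.9 ± 36.1 (n = 9) at these ages. All 5 mice at p100 and all 6 at p120 lay below the G93A mean. The log2 fold change was −2.04 (SE 0.34, edgeR adjusted p 5.83e-06) at p100 and −2.06 (SE 0.29, adjusted p 1.17e-08) at p120, with the lower level also present in the dorsal horn. The files do not say which part of the transcript the counts cover, so a remaining count need not be intact Atg7 RNA.

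The sex labels were compared with Xist (chromosome X, 103460366 to 103483254) and Ddx3y (chromosome Y, 1260771 to 1286629). In 35 mice labelled female Xist ranged from 14.14 to 223 CPM and Ddx3y from 0 to 7.34. In 29 mice labelled male Xist ranged from 0 to 15.05 and Ddx3y from 86.01 to 194. In the other 3 mice both genes went against the label. WT p30 replicate 1, labelled female, held 0 Xist counts in 225534 counts and 124 CPM of Ddx3y. G93A p120 replicate 1 and WT p120 replicate 6, both labelled male, held 120 and 111 CPM of Xist and 1.54 and 0.73 of Ddx3y. The labels were kept as given.

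G93A was compared with WT at each age over all named regions to see when the groups part. Of 13809 genes, 1 was called by edgeR at p30, 1 at p70, 1106 at p100 (887 higher and 219 lower in G93A) and 3389 at p120 (1924 higher and 1465 lower). At an unadjusted p below 0.05 there were 601, 416, 2842 and 4729 genes, where 690 would arise by chance alone. The setting that moved these counts most was the restriction to L6 arrays, with 77 genes at p100 and 1013 at p120. On L7 and L8 arrays alone the counts were 1150 and 1978. The gene called at both p30 and p70 was Aoc3 (ENSMUSG00000019326, chromosome 11, 101330605 to 101341938, plus strand), named for p70 after its values were seen. It was lower in G93A at every age, with log2 fold changes of −3.79 (SE 0.42, adjusted p 5.8e-09) at p30, −2.38 (SE 0.46, adjusted p 0.0294) at p70, −3.56 (SE 0.58, adjusted p 4.57e-06) at p100 and −3.45 (SE 0.48, adjusted p 3.59e-08) at p120. DESeq2 called 3 genes at p30 (1 higher and 2 lower) and 0 at p70, where 477 genes had an unadjusted p below 0.05.

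**Figure D1:**
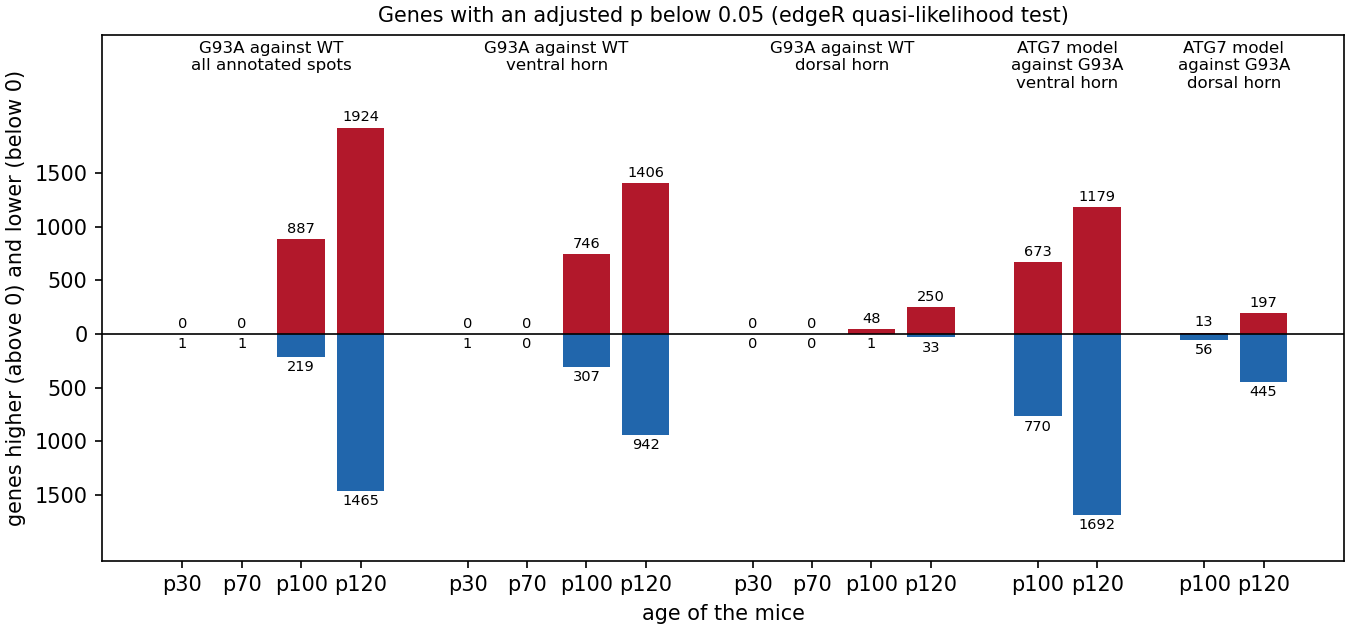
Number of genes with an edgeR adjusted p below 0.05 in each comparison (vertical axis, genes higher above 0 and lower below 0) at each age (horizontal axis), by region and genotype comparison. G93A against WT gave 1 or 0 genes per region at p30 and at p70, and 1053 and 2348 in the ventral horn at p100 and p120, with 49 and 283 in the dorsal horn.

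In the ventral horn, where the motor neurons lie, 10949 genes were tested. Aoc3 was again the gene called at p30, at 16.8 ± 10.3 normalised CPM (n = 6) in WT and 1.73 ± 2.096 (n = 10) in G93A, with a log2 fold change of −3.45 (SE 0.57, adjusted p 0.000673) and 10 of 10 G93A mice below the WT mean, but 0 below all WT mice, since a WT mouse was at 0. DESeq2 called 0 genes at p30, with Aoc3 at an adjusted p of 0.0752, and the adjusted p over the alternatives ran up to 1. At p70 edgeR called 0 genes (459 at an unadjusted p below 0.05) and DESeq2 called 2. Without G93A p70 replicate 5, edgeR called 5 genes at p70. At p100, 1053 genes were called (746 higher and 307 lower) and at p120, 2348 (1406 higher and 942 lower). The p100 count fell to 577 without G93A p100 replicate 4 and to 37 on L6 arrays alone, where the p120 count was 320. On L7 and L8 arrays alone the counts were 1051 and 2005. With DESeq2 size factors in edgeR the p100 split was 863 higher and 167 lower. The p100 and p120 comparisons used different mice, and 909 genes were called in both, each with the same sign.

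Among the 10 genes fixed in advance, counted as adjusted over the list alone, 1 passed at p30, 5 at p70, 7 at p100 and 8 at p120. Over all genes tested the numbers were 0, 0, 6 and 7. Tyrobp (chromosome 7, 30413760 to 30417585) was 28.13 ± 10 normalised CPM (n = 8) in WT and 484 ± 256 (n = 5) in G93A at p100, and 30.14 ± 10.16 (n = 6) and 723 ± 254 (n = 9) at p120. Its log2 fold change was 3.963 (SE 0.40, adjusted p 3.5e-11) at p100 and 4.59 (SE 0.43, adjusted p 2.17e-12) at p120. Every G93A mouse lay above every WT mouse at both ages. At p70, 7 of 8 G93A mice lay above every WT mouse, with 112 ± 67.0 (n = 8) against 31.5 ± 12.4 (n = 4), but the log2 fold change of 2.00 (SE 0.50) had an adjusted p of 0.277. Without G93A p70 replicate 5 it was 2.21 (adjusted p 0.0337).

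Gfap (chromosome 11, 102887336 to 102900912) behaved alike at p70, with a log2 fold change of 1.46 (SE 0.34, adjusted p 0.271), which was called by DESeq2 (1.5, adjusted p 0.0206) and by edgeR without G93A p70 replicate 5 (1.62, adjusted p 0.0311). It reached 3082 ± 859 normalised CPM (n = 5) in G93A against 197 ± 80.8 (n = 8) in WT at p100, a log2 fold change of 3.921 (SE 0.30, adjusted p 7.01e-15). At p120 it was 3601 ± 693 (n = 9) against 259 ± 126 (n = 6), a log2 fold change of 3.83 (SE 0.32, adjusted p 6.71e-14). Trem2 (chromosome 17, 48346401 to 48354147) was higher in all G93A mice at both late ages, with log2 fold changes of 3.83 (SE 0.44, adjusted p 1.15e-09) at p100 and 4.36 (SE 0.45, adjusted p 2.28e-11) at p120.

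Apoe (chromosome 7, 19696109 to 19699188) rose from 1567 ± 388 normalised CPM (n = 8) in WT to 5610 ± 3065 (n = 5) in G93A at p100 and from 1614 ± 393 (n = 6) to 9851 ± 3450 (n = 9) at p120, with edgeR log2 fold changes of 1.84 (SE 0.21, adjusted p 1.08e-09) and 2.61 (SE 0.22, adjusted p 2.3e-14). B2m changed by 1.91 (SE 0.31, adjusted p 6.51e-06) and 2.26 (SE 0.32, adjusted p 1.78e-07), and Aif1 by 2.69 (SE 0.50, adjusted p 4.23e-05) and 3.65 (SE 0.47, adjusted p 1.99e-09). On L6 arrays alone, with fewer mice, Apoe, B2m and Aif1 at p100 and Aif1 at p120 were no longer past the threshold (adjusted p 0.0595, 0.176, 0.836 and 0.168). Chat (chromosome 14, 32408203 to 32465989), a gene of cholinergic neurons, rested on few counts and was 11 ± 10 normalised CPM (n = 6, 67 counts) in WT and 5.06 ± 7.39 (n = 9, 24 counts) in G93A at p120, a log2 fold change of −1.73 (SE 0.51, adjusted p 0.00818). Of the 9 G93A mice, 8 lay below the WT mean and 0 below every WT mouse. Slc1a2 and Atg7 did not differ detectably between G93A and WT over all genes tested at any age, with adjusted p from 0.131 (Atg7 at p120) to 1.

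**Figure D2:**
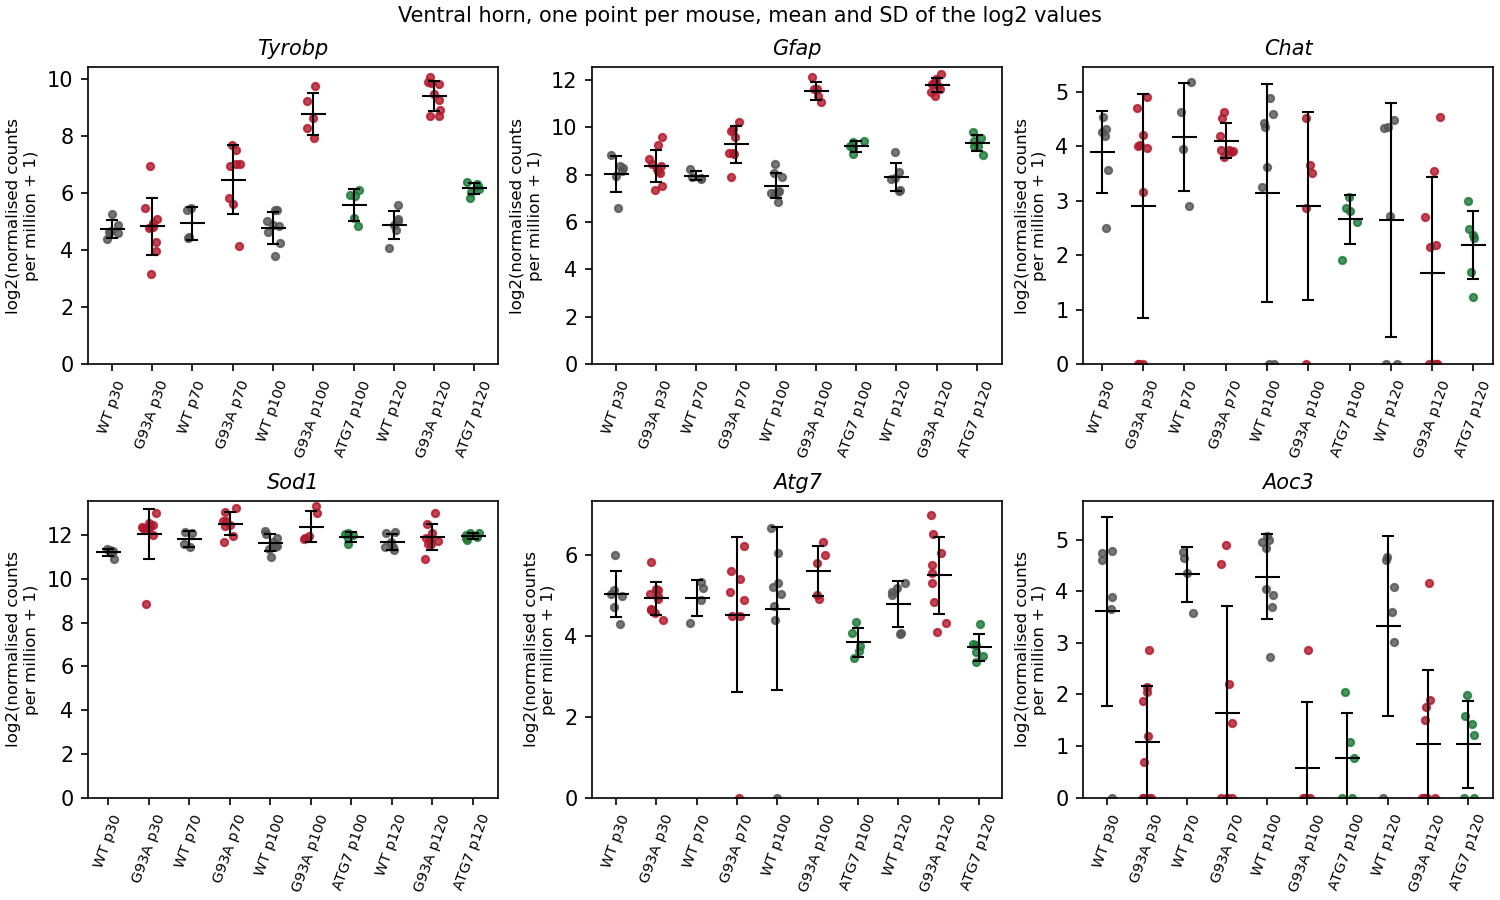
Ventral horn levels of Tyrobp, Gfap, Chat, Sod1, Atg7 and Aoc3 as log2 of normalised CPM plus 1 (vertical axis) for each group (horizontal axis), with a point per mouse and the mean and SD of the log2 values. At p120 the 9 G93A mice lie above all 6 WT mice in Tyrobp and Gfap, and the library labelled G93A p30 replicate 1 stands apart with a Sod1 value of 463.

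The called genes of the ventral horn with the smallest p were Dhrs1, Prdx6 and Gfap among those higher at p100, and Prdx6, Dhrs1 and Cnn3 at p120. Dhrs1 (chromosome 14, 55739020 to 55745690) was 589 ± 209 normalised CPM (n = 5) in G93A and 102 ± 26.4 (n = 8) in WT at p100, a log2 fold change of 2.62 (SE 0.21, edgeR adjusted p 1.19e-15). At p120 it was 750 ± 200 (n = 9) against 86.98 ± 22.5 (n = 6), a change of 2.985 (SE 0.22, adjusted p 7.14e-18). Prdx6 (chromosome 1, 161240112 to 161251219) changed by 2.019 (SE 0.17, adjusted p 1.19e-15) at p100 and by 2.69 (SE 0.18, adjusted p 1.85e-21) at p120, where G93A mice were at 2731 ± 737 (n = 9) and WT mice at 420 ± 105 (n = 6). Cnn3 changed by 2.36 (SE 0.20, adjusted p 1.76e-16) at p120. Among lower genes, Apln (chromosome X, 48025146 to 48034853) changed by −1.61 (SE 0.24, adjusted p 3.48e-07) at p100 and −1.60 (SE 0.21, adjusted p 3.75e-09) at p120, and Pcp4 by −1.06 (SE 0.19, adjusted p 1.1e-05) and −1.29 (SE 0.17, adjusted p 2.38e-09). Nrsn1 at p100 (−1.27, SE 0.20, adjusted p 1.01e-06) and Cldn10 at p120 (−1.41, SE 0.19, adjusted p 8.51e-09) completed the set. In each of these genes every G93A mouse lay beyond every WT mouse. On L6 arrays alone the p100 changes of Apln, Nrsn1 and Pcp4 were not past the threshold (adjusted p 0.238, 0.221 and 0.0692).

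The dorsal horn, a sensory region, was tested over 9219 genes. The edgeR test called 0 genes at p30 and 0 at p70 (262 and 215 at an unadjusted p below 0.05), and DESeq2 also called 0 at both ages. It called 49 at p100 (48 higher and 1 lower) and 283 at p120 (250 higher and 33 lower). The p100 count was 12 without G93A p100 replicate 4 and 0 on L6 arrays alone (118 at an unadjusted p below 0.05), and L7 and L8 arrays alone gave 31. At p120 the L6 arrays gave 36 genes and the L7 and L8 arrays 227.

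The comparisons between groups numbered 24. Whether the genotype effect differed between the horns was tested within mice. Of 10948 genes, edgeR called 0 at p30 (357 at an unadjusted p below 0.05), 1 at p70, 87 at p100 (67 with a positive ventral minus dorsal difference and 20 with a negative one) and 88 at p120 (52 and 36). The gene at p70 was Hba.a1 (chromosome 11, 32283511 to 32284465), with a difference of 3.60 on the log2 scale (SE 0.67, adjusted p 0.0169). Haemoglobin genes share sequence, so its counts may include those of a copy, and 11 of the 26 alternatives left it short of the threshold, among them a replicate block for p70 mice on shared arrays (adjusted p 0.699) and the omission of G93A replicate 8 (adjusted p 1) and of WT replicate 2 or 4 (adjusted p 0.294 and 0.3), with adjusted p from 0.00306 to 1 over all of them. At p100 the leading genes were Mt1 (1.30, SE 0.19, adjusted p 3.47e-05), Cst3 (0.91, SE 0.14, adjusted p 3.47e-05) and Csf1r (1.98, SE 0.33, adjusted p 4.27e-05) in one direction. In the other direction they were Nrsn1 (−1.03, SE 0.19, adjusted p 0.000272), Snap25 (−0.52, SE 0.11, adjusted p 0.00189) and Pura (−0.67, SE 0.14, adjusted p 0.00318). At p120 they were Eef1a1 (0.87, SE 0.13, adjusted p 2.45e-06), Cst3 (0.81, SE 0.13, adjusted p 7.69e-05) and Apoe (1.11, SE 0.17, adjusted p 7.69e-05). Negative differences at that age were those of Itih3 (−1.58, SE 0.22, adjusted p 5.75e-07) and Snap25 (−0.57, SE 0.10, adjusted p 7.69e-05). On L6 arrays alone 0 genes were called at p70, p100 and p120 (218, 379 and 402 at an unadjusted p below 0.05), and none of these genes kept its call. On L7 and L8 arrays alone the counts were 0 at p70 (653 at an unadjusted p below 0.05), 79 at p100 and 134 at p120. With limma voom and mouse as a random effect, Cst3 (adjusted p 0.086 at p100 and 0.0759 at p120), Snap25 at p100 (adjusted p 0.342) and Pura (adjusted p 0.495) were not called. Over the mice of the most frequent gene name set, Mt1 (adjusted p 0.0847), Cst3 (0.0631), Nrsn1 (0.18), Snap25 (0.3) and Pura (0.0657) were not called at p100. Snap25 was also lost with a minimum of 30 spots (0.0689 at p100 and 0.0991 at p120) and at p120 with only the groups compared (0.0826). With DESeq2 size factors in edgeR the p120 split was 91 and 20.

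**Figure D3:**
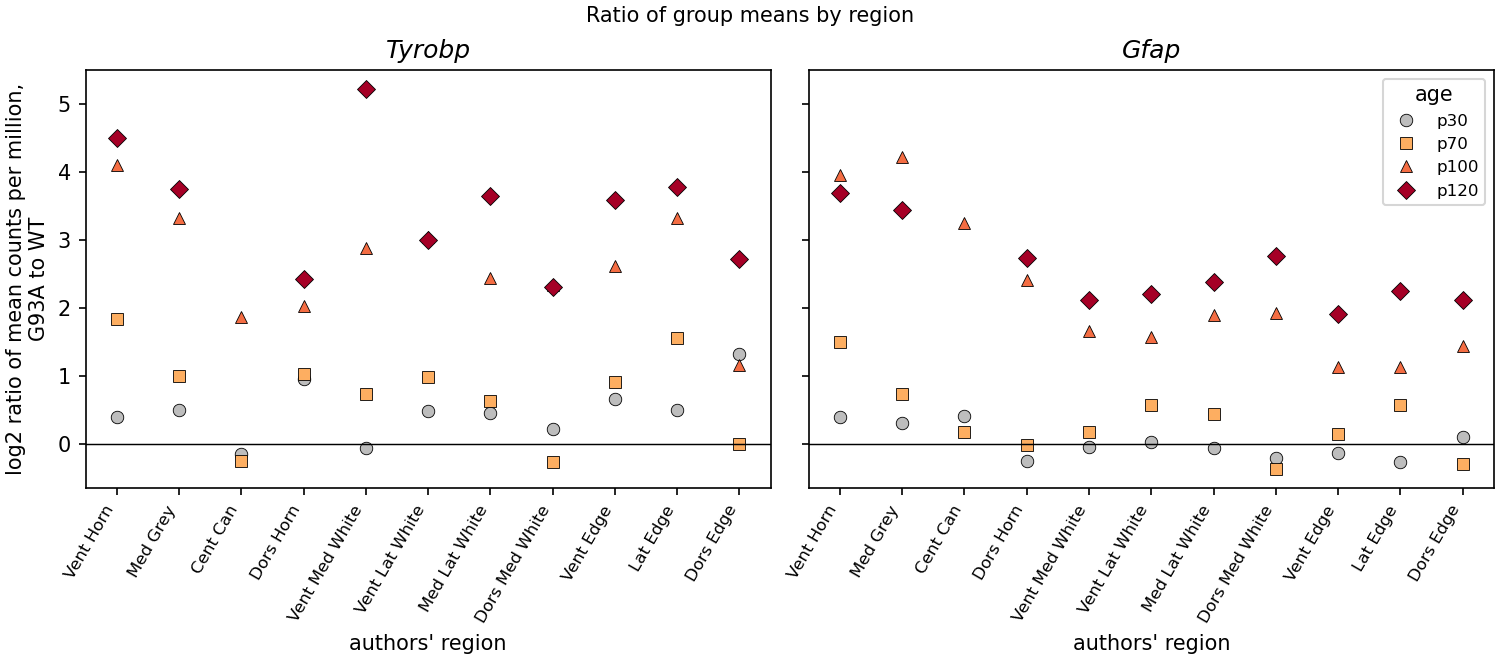
Log2 ratio of the mean CPM of G93A to WT mice (vertical axis) for Tyrobp and Gfap in 11 of the authors' 12 named regions (horizontal axis), a symbol per age, with no value for the central canal at p120. At p120 the ratio for Tyrobp is 4.49 in the ventral horn and 2.42 in the dorsal horn.

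The change of the genotype effect between successive ages was tested in the ventral horn. Between p30 and p70, edgeR called 0 genes (370 at an unadjusted p below 0.05), and DESeq2 called 0. Between p70 and p100 it called 95 genes, 85 with a higher and 10 with a lower G93A to WT ratio at p100. Between p100 and p120 it called 0 genes (336 at an unadjusted p below 0.05), and DESeq2 called 0. DESeq2 called 165 genes between p70 and p100, the fit of the compared groups alone 218, the L7 and L8 arrays alone 99, and the L6 arrays alone 0 (240 at an unadjusted p below 0.05). The genes with the smallest p were Prdx6 (1.919, SE 0.25, adjusted p 4.29e-07), Dhrs1 (2.29, SE 0.32, adjusted p 2.69e-06) and Trf (1.74, SE 0.28, adjusted p 0.00011) among the higher. Among the lower were Nrsn1 (−1.46, SE 0.28, adjusted p 0.000728), Bbox1 (−2.19, SE 0.43, adjusted p 0.00099) and Cdk14 (−1.27, SE 0.25, adjusted p 0.00154). On L6 arrays alone none of these 6 passed the threshold, each with an adjusted p of 1. Over the mice of the most frequent gene name set, Nrsn1 and Cdk14 had adjusted p of 0.0546 and 0.0571.

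Whether the genotype effect differed between female and male mice was tested across ages in the ventral horn, with 9422 genes. The edgeR test called 0 genes, and 459 genes had an unadjusted p below 0.05, against 471 by chance. DESeq2 called 0, with 554 genes at an unadjusted p below 0.05.

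The ATG7 model was compared with G93A at the ages both groups shared. In this comparison depth, array version and the gene name set of the tables differed along with the genotype. All mice of the ATG7 model had tables of the most frequent set only, while some G93A mice of both ages had tables of another set. In the ventral horn edgeR called 1443 genes at p100 (673 higher and 770 lower in the ATG7 model) and 2871 at p120 (1179 higher and 1692 lower). In the dorsal horn it called 69 (13 higher and 56 lower) and 642 (197 higher and 445 lower). On L7 and L8 arrays alone, the only version that held both groups, the counts were 1906 and 3655 in the ventral horn and 148 and 981 in the dorsal horn. The ventral horn count at p100 fell to 321 genes when only the 2 groups compared entered the fit and to 545 without G93A p100 replicate 4. The dorsal horn count at p100 ranged from 12 without G93A p100 replicate 4 to 173 without ATG7 p100 replicate 2. With DESeq2 size factors the dorsal horn split at p120 was 135 higher and 598 lower in edgeR, and DESeq2 itself gave 183 and 720.

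Of the 10 fixed genes, 8 passed at p100 and 8 at p120 in this comparison, adjusted over the list alone, and 7 and 8 over all genes tested. Tyrobp was 49.7 ± 17.7 normalised CPM (n = 5) in the ATG7 model at p100 and 71.2 ± 9.50 (n = 6) at p120, with log2 fold changes against G93A of −3.37 (SE 0.39, adjusted p 2.02e-09) and −3.36 (SE 0.34, adjusted p 1.51e-11). Gfap was 595 ± 91.2 (n = 5) and 665 ± 154 (n = 6), with log2 fold changes of −2.44 (SE 0.33, adjusted p 1.83e-07) and −2.59 (SE 0.30, adjusted p 4.59e-10). Trem2, Apoe, B2m and Aif1 were also lower at both ages, with log2 fold changes between −1.45 (Aif1 at p100, adjusted p 0.00881) and −2.78 (Trem2 at p120, adjusted p 2.53e-10). The change of Aif1 at p100 was not past the threshold without G93A p100 replicate 3 (adjusted p 0.141). Slc1a2 was higher at p120 (0.47, SE 0.17, adjusted p 0.0337), a call that 4 alternatives left at adjusted p between 0.0804 and 0.0934. At p100 it was not called (0.51, adjusted p 0.0949), except with the gene name set as a covariate (adjusted p 0.0389) and without ATG7 p100 replicate 2 (adjusted p 0.0317). Chat and Sod1 did not differ detectably at p100 (adjusted p 0.422 and 0.362) or at p120 (0.792 and 0.726), and the sign of Chat at p120 and of Sod1 at both ages changed under some alternatives.

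Among genes lower in the ATG7 model, those with the smallest p were Dhrs1 (−2.70, SE 0.23, adjusted p 7.72e-15), Cd34 (−2.79, SE 0.26, adjusted p 7.9e-14) and Hmox1 (−3.75, SE 0.36, adjusted p 1.77e-13) at p100. At p120 they were Dhrs1 (−2.88, SE 0.20, adjusted p 2.13e-19), Prdx6 (−2.41, SE 0.18, adjusted p 2.13e-19) and Cnn3 (−2.34, SE 0.18, adjusted p 2.27e-18). Higher were Hlf (1.81, SE 0.33, adjusted p 3.55e-05), Smim10l1 (0.96, SE 0.18, adjusted p 6.61e-05) and Cdk14 (0.98, SE 0.19, adjusted p 0.000107) at p100, and Pcp4 (1.13, SE 0.16, adjusted p 2.64e-08), Scn1a (1.48, SE 0.21, adjusted p 3.62e-08) and Ina (1.17, SE 0.17, adjusted p 5.8e-08) at p120. In each of these, all 5 mice at p100 or all 6 at p120 lay beyond every G93A mouse of that age. When only the compared groups entered the fit, Smim10l1 and Cdk14 were not called (adjusted p 0.117 and 0.0682).

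Gene lists fixed in advance were tested in the ventral horn, 8 lists in 6 comparisons. Camera with its preset correlation called 29 of the 48 tests, fry 23 and camera with an estimated correlation 20. All 20 of the latter were called by the other methods too. At p100 the median log2 fold change of G93A to WT was 2.35 over the 20 genes tested of the disease-associated microglia list, 1.989 over 12 of the homeostatic microglia list, 1.853 over 15 of the lysosome list and 3.761 over 11 of the reactive astrocyte list. At p120 the medians were 3.044, 2.75, 2.31 and 3.83. These 8 tests were called by all methods, with estimated-correlation adjusted p up to 0.00107 and with every gene of each list higher in G93A. At p70 the same lists had medians of 0.73, 0.76, 0.67 and 0.97 and were also called by all methods, with estimated-correlation adjusted p of 0.0249, 0.00416, 0.0343 and 0.014. The lists overlap, and Tyrobp, Trem2, Apoe, B2m, Gfap, Slc1a2 and Chat are both among them and among the fixed genes.

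At p30 the microglial, lysosome, reactive astrocyte and homeostatic astrocyte lists were called by preset camera but not by fry or under the estimated correlation, as were the myelin list at p70 (median −0.32) and the motor neuron list in G93A against WT at p100 (median −0.62) and in the ATG7 model against G93A at p100 (median −0.53). The motor neuron list at p120 had a median of −0.92, with 13 of its 14 genes lower in G93A. It was called by preset camera (adjusted p 2.47e-05) and fry (adjusted p 0.000754), but not under the estimated correlation (adjusted p 0.124). In the ATG7 model against G93A, the disease-associated microglia, homeostatic microglia, lysosome and reactive astrocyte lists had medians of −1.83, −1.62, −1.80 and −2.44 at p100 and of −2.36, −1.71, −2.35 and −2.79 at p120, called by all methods with every gene lower. The autophagy list was called by preset camera in none of the 6 comparisons, and by fry in G93A against WT at p120 (median −0.22, adjusted p 0.0149), where the homeostatic astrocyte list was also called by fry alone (median 0.09, adjusted p 0.027). Median, mean and camera direction differed in sign for the myelin list in G93A against WT at p30 and p100 and in the ATG7 model against G93A at p120, and in the latter comparison for the motor neuron and homeostatic astrocyte lists at p120 and the autophagy list at p100. None of those 6 tests was called.

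**Figure D4:**
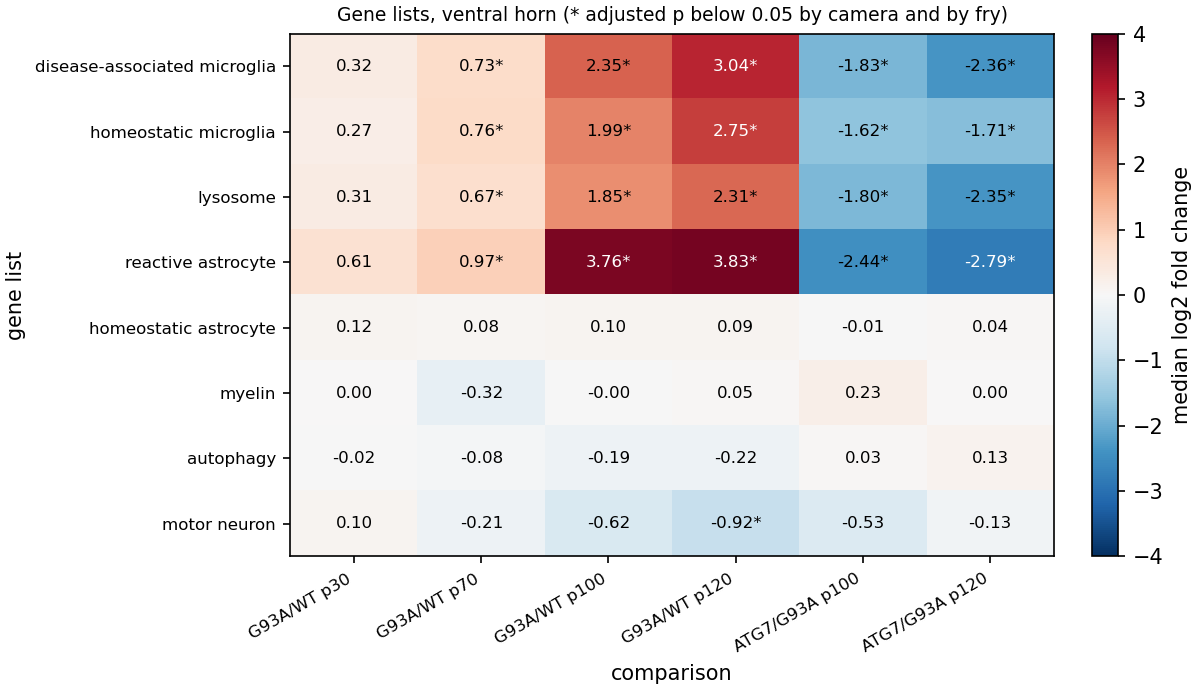
Median log2 fold change in the ventral horn of each of 8 gene lists (vertical axis) in 6 comparisons (horizontal axis), coloured from −4 to 4, with an asterisk where both camera and fry gave an adjusted p below 0.05. The disease-associated microglia list goes from 0.73 at p70 to 3.044 at p120 in G93A against WT and is at −2.36 in the ATG7 model against G93A at p120.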

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

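Tests chosen only after the result was seen were those on G93A p70 replicate 5 as a mislabelled or shallow library, on Sod1 in G93A p30 replicate 1, on the sex genes, on a strain or transgene-linked variant of Aoc3, on Atg7 by region and array version, on the share of neurons at p120, on depth in the ATG7 model against G93A, and on array version and strain background in that comparison at p120. The decision rules for the label of G93A p70 replicate 5 and for the strain background were also set after their values were seen.

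In the ventral horn, 15 of 110 sets of mice (a gene in a group) held a mouse far from the others, by the gap to its nearest neighbour relative to the range. For normally distributed values chance marks about 1 set in 20, here 5.5, and the binomial p for 15 was 0.000394. Genes of a mouse are not independent, and values on the CPM scale with few counts need not be normal. The binomial p therefore does not show that these mice are unusual. The 15 values came from 13 mice, of which 2 had the lowest total of their group, so shallow libraries do not account for most of them. A biological difference between mice was not tested.

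Several of these values rest on few counts. Aif1 was 55.27 normalised CPM in G93A p70 replicate 1 (16 counts, next mouse 24) and 41.52 in WT p100 replicate 8 (3 counts, next mouse 13), which had the lowest total of its group. Aoc3 was 6.3 in G93A p100 replicate 4 (4 counts, the other mice at 0) and 16.76 in G93A p120 replicate 1 (3 counts, next 2.712). Chat was 22.34 in G93A p120 replicate 1 (4 counts, next 10.64), and Trem2 was 0 in WT p30 replicate 1 (of 44746 counts, next 6.967), the shallowest mouse of its group. The others were better covered. Trem2 was 289.6 in G93A p100 replicate 5 (40 counts, next 148.5), Atg7 was 56.3 in G93A p30 replicate 6 (33 counts, next 35.2) and 63.35 in WT p30 replicate 4 (64 counts, next 34.31), and Gfap was 498.7 in WT p120 replicate 4 (64 counts, next 279.6) and 302.9 in WT p70 replicate 3 (266 counts, next 237.6). B2m was 748.7 in G93A p30 replicate 7 (1170 counts, next 293.9) and 685 in WT p30 replicate 2 (295 counts, next 241.5). Tyrobp was 121.6 in G93A p30 replicate 7 (190 counts, next 43.76). No explanation was tested for single values.

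Sod1 was 462.7 normalised CPM in the ventral horn of the library labelled G93A p30 replicate 1 (222 counts), with the next mouse at 4168. Over all named regions its 403 CPM were 0.261 times those of the lowest WT mouse, and its 5 arrays lay between 346 and 453. A WT mouse under a G93A label would not give so low a value. Counting error does not reach the others either, with an upper bound of 430.8 CPM. The other mice whose tables list the same gene symbols had at least 2663 CPM, so the gene name set does not account for it. Its Aoc3 (2.281 CPM, 5 counts) was in the G93A range. What lowered Sod1 stays open, and a deletion or a mouse from outside the study was not tested.

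Aoc3 was lower in G93A at every age. Its log2 fold change at p120 minus that at p30 was 0.3353 (SE 0.672), a difference that was not detectable, as a variant linked to the strain or the transgene would give, and such a variant is a candidate explanation found from these data. In the ATG7 model Aoc3 was also below WT (log2 fold change −3.02, edgeR adjusted p 5.64e-11) and did not differ detectably from G93A (0.48, adjusted p 0.364). Reads shared with the neighbouring paralog Aoc2 are argued against, since Aoc2 held 93 counts over all G93A mice and 77 over all WT mice while Aoc3 held 125 and 1080. A change of Aoc3 expression itself remains open.

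The genotype effect differed between p70 and p100 in 95 genes of the ventral horn, by the test of the difference itself. Without G93A p70 replicate 5, a mouse with control-like values, 80 genes were called, so this mouse does not account for the result. With depth as a covariate 91 of the 95 were called with the same sign. None of the other splits of the same mice gave as many genes (1 of 100, the real one included). In that mouse Tyrobp and Gfap were 16.6 and 238 normalised CPM. Over all named regions its Aoc3 was 17.30 CPM (29 counts), within the WT p70 mice at 12.37 to 22.8 and above the other G93A mice of any age, at most 7.84. Its Sod1 of 3267 CPM was the lowest of its group. These values are consistent with a wrong genotype label, and mild disease alone would not account for Aoc3, which was at most 2.281 in G93A mice already at p30. Its mean score over 67 genotype genes chosen without p70 mice was 1.758, above the WT p70 mice (1.615 to 1.72) and within the other G93A p70 mice (1.682 to 2.041). Over all ages WT mice reached 1.797 and the other G93A mice began at 1.667. The lowest of these were G93A p30 replicate 1 (1.667), whose Sod1 was low, and G93A p70 replicate 7 (1.682), the shallowest mouse. Without them the other G93A mice began at 1.852, and the score of replicate 5 lay within the WT mice of all ages. As the reading rests on these mice, the score does not decide it. Another reason for the Aoc3 of this mouse was not tested. Low depth is argued against, since 4 other G93A p70 mice had a lower total. Disease progress between the ages, which the design names, remains among the open explanations.

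The genotype effect differed between ventral and dorsal horn in 1 gene at p70, 87 at p100 and 88 at p120. The gene at p70 was Hba.a1, and the other 2 haemoglobin genes tested, Hba.a2 (log2 difference 2.1, edgeR adjusted p 0.638) and Hbb.b1 (2.77, adjusted p 0.285), moved the same way at an unadjusted p below 0.05. This is consistent with blood in the sections. Splits were run only in a fit of the compared groups, which called 2 genes at p70 and not Hba.a1 (adjusted p 0.549). There 20 of 100 splits gave at least as many genes, so chance cannot be excluded for that count. At p100 and p120 the deeper region was thinned to the depth of the other. Of the called genes, 100% and 98.9% then kept their sign at an unadjusted p below 0.05. These genes were chosen in the same counts and rechecked at a looser threshold, so this share does not settle the part of depth. At the adjusted threshold 34 and 44 genes were called after thinning, of which 31 and 34 were among the 87 and 88. In the fit of the compared groups 124 and 10 genes were called, and 1 and 4 of 100 splits gave as many. At p100 the share was below 0.05 in that fit and the other splits reached at most 81 genes, which argues against chance there. At p120 the share is also below 0.05, but another split gave 31 genes, so chance is not ruled out there. A biological difference between the horns remains open.

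Spots that the authors left without a named region held 603.2 CPM of Tyrobp (SD 199, n = 7) in G93A at p120 and 46.1 (SD 17.7, n = 3) in WT, a log2 ratio of 3.71 (two-sided exact permutation p 0.0167). In the named regions the ratio was 3.75. The values are consistent with spots of the same tissue that were not assigned a region.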

How the results depend on the processing

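Alternatives chosen only after the data were seen were all gene symbols, the gene name set as a covariate, the mice of the most frequent gene name set alone, the omission of mice with contradicted sex labels, the compared groups alone for the difference between horns, the omission of G93A p30 replicate 1, a replicate block for p70 mice on shared arrays, and the omission of G93A p70 replicate 5 in the comparisons between ages. Of the counts of called genes, 344 alternative values stayed within 1.5 times the reported count and 95 did not. Of the values of named genes, 1785 kept their direction and side of the threshold, 60 lost and 12 gained a call, and 28 reversed. Of the list medians, 484 kept both, 11 lost and 4 gained a call, and 29 reversed. The cause was not tested except where a setting leaves out mice.

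On L6 arrays alone, with fewer and shallower mice, G93A against WT gave 0 genes over all named regions at p70 (198 at an unadjusted p below 0.05), 77 at p100 and 1013 at p120, in the ventral horn 0 at p30 (209), 37 at p100 and 320 at p120, and in the dorsal horn 0 at p100 (118) and 36 at p120. The change between p70 and p100 gave 0 (240), the difference between horns 0 at p70, p100 and p120 (218, 379 and 402), and 15 list tests were called. Reversed were Slc1a2 at p30 (−0.0064), p100 (0.2292) and p120 (−0.0204), Atg7 at p30 (0.3676) and p100 (−0.6545), and the motor neuron list at p70 (0.2745) and p100 (0.2001, adjusted p 0.709, against −0.62) and the myelin list at p100 (0.2019, adjusted p 0.0275).

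On L7 and L8 arrays alone, over all named regions there were 2 genes at p30, 0 at p70 (438) and 1978 at p120, in the ventral horn 2 at p30, and in the dorsal horn 1 at p30 and 31 at p100. The ATG7 model against G93A gave 148 and 981 in the dorsal horn, and the difference between horns 0 at p70 (653) and 134 at p120. Reversed were the myelin (−0.1369, adjusted p 0.044) and motor neuron (−0.0388) lists at p30, the homeostatic astrocyte list at p70 (−0.046) and p100 (−0.0495), Slc1a2 at p120 (−0.222), Aif1 (0.0684) and B2m (0.5488) at p30, and in the ATG7 model Sod1 at p100 (0.0331) and Chat at p120 (0.0811).

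With only the groups compared, the counts were 2212 over all named regions at p120, in the ventral horn 4 at p70, 613 at p100 and 1054 at p120, in the dorsal horn 1 at p70, 30 at p100 and 87 at p120, 218 between p70 and p100, 321 and 27 for the ATG7 model at p100 in ventral and dorsal horn, and 1, 2 and 10 between horns at p30, p70 and p120. Slc1a2 at p100 (0.006) and Sod1 of the ATG7 model at p100 (0.1029) reversed. Over the mice of the most frequent gene name set, all named regions gave 0 at p70 (356) and 679 at p100, the ventral horn 0 at p30 (441) and 676 at p100, the dorsal horn 2 at p30 and 14 at p100, the change between p70 and p100 gave 30, and the horns 0 at p70 (560), 10 at p100 and 29 at p120. Reversed were the homeostatic astrocyte (−0.0151) and myelin (−0.0225) lists at p120, the myelin list at p30 (−0.1298, adjusted p 0.0309), the autophagy list at p70 (0.0477), Chat (−0.1204), Atg7 (0.0129) and Aif1 (0.9758) at p30, and in the ATG7 model Chat at p120 (0.0059) and Sod1 at p100 (0.078).

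DESeq2 gave 3 genes at p30 and 0 at p70 (477) over all named regions, 0 at p30 (383) and 2 at p70 in the ventral horn, and 165 between p70 and p100, with Slc1a2 at p100 reversed (0.0027). With its size factors in edgeR, Slc1a2 (0.0031) and the myelin list (0.0751) at p100 and, in the ATG7 model at p120, the homeostatic astrocyte (−0.0413) and myelin (−0.0747) lists reversed. The gene name set as a covariate gave 2 genes at p30 over all named regions, 159 for the ATG7 model in the dorsal horn at p100 and 0 between horns at p70, and reversed Chat (−0.0173) and the myelin list (−0.0345) at p30, the myelin list at p100 (0.0567) and the homeostatic astrocyte list of the ATG7 model at p100 (0.0398) and p120 (−0.0034).

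Without an array version term, 0 genes were called at p70 over all named regions (380), and Chat at p30 (−0.0266), the myelin list at p100 (0.0008) and, in the ATG7 model at p120, Sod1 (−0.0701) and the myelin list (−0.0734) reversed. Without a sex term the ATG7 model gave 122 genes in the dorsal horn at p100 and the horns 0 at p70 (480), and the myelin list at p100 reversed (0.0108). Without a filter the ATG7 model gave 1027 in the dorsal horn at p120, and the myelin list reversed at p30 (−0.0052) and p100 (0.0126). All gene symbols gave 0 at p70 over all named regions (407) and reversed the myelin list at p100 (0.0112). A minimum of 30 spots gave 18 genes between horns at p120 and reversed the myelin list at p30 (−0.0483) and, in the ATG7 model, at p120 (−0.0175). With limma voom the horns gave 0 at p70 (462). With a replicate block for the 2 pairs of p70 mice on shared arrays the horns gave 0 at p70 (442), with Hba.a1 at 3.0705 (adjusted p 0.699), and 79 genes were called between p70 and p100. No other call of a named gene or list at p70 changed with the block. Without the mice of contradicted sex labels they gave 47 at p120, and the myelin list at p30 (−0.0719) and p100 (0.0165) and Chat of the ATG7 model at p120 (0.0617) reversed. Apart from those with an adjusted p beside them, none of the reversed values was called by either fit.

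With each mouse left out in turn, the counts over all named regions were 0 to 1 at p70 (0 without G93A replicate 1, 3, 4, 6 or 8 or WT replicate 1, 3 or 4) and 643 to 1307 at p100 (643 without G93A replicate 4). In the ventral horn they were 0 to 5 at p70 (5 without G93A replicate 5) and 577 to 1102 at p100 (577 without G93A replicate 4), and in the dorsal horn 0 at p70 and 12 to 56 at p100 (12 and 31 without G93A replicate 4 and 5, 27, 24 and 32 without WT replicate 1, 2 and 4). The ATG7 model at p100 gave 545 to 1902 in the ventral horn (545 without G93A replicate 4, 867 without ATG7 replicate 4) and 12 to 173 in the dorsal horn (173 and 105 without ATG7 replicate 2 and 3, 12 and 43 without G93A replicate 4 and 5). Between horns the counts at p70 were 0 to 2 (0 without G93A replicate 8 or WT replicate 2 or 4, 2 without G93A replicate 5 or WT replicate 3), and those at p100 were 50 to 95 (50 and 56 without G93A replicate 3 and 4, 52 without WT replicate 4). Without G93A p70 replicate 5 the comparisons between ages gave 0 for p30 to p70 and 80 for p70 to p100. Without G93A p30 replicate 1, p30 gave 3 genes over all named regions, 2 in the ventral horn and 1 in the dorsal horn, and Slc1a2 (−0.0006), Chat (−0.1031), Aif1 (0.0529) and the motor neuron list (−0.0091) reversed. Atg7 at p70 ranged from −0.0626 (without G93A replicate 6) to 0.3508 and Slc1a2 at p100 from −0.1603 to 0.0569 (without G93A replicate 5).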

Other observations

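Tests chosen only after the result was seen were those on the sex genes, on Atg7 by region and array version, on the share of neurons at p120, on depth in the ATG7 model against G93A at both ages, and on array version and strain background at p120.

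The sex genes went against the label in 3 mice, with Xist and the Y genes both in the range of the other sex, which is consistent with a wrong sex label or exchanged mice. A mixture of 2 mice is argued against, since the sex gene of the labelled sex reached at most 1.54 CPM in them. The genotype labels of these mice were not put to a test of their own.

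Atg7 was lower in the ATG7 model than in G93A in the 11 regions tested of the 12 named by the authors and in the undefined spots. In the dorsal horn, where few cholinergic cells lie, the log2 ratio was −1.717 (two-sided permutation test, 11 and 14 mice, adjusted p 0.0012). A loss confined to cholinergic cells would leave most Atg7 there, and is argued against by this value. Array version is argued against by the ratio on L7 and L8 arrays alone, −2.215 in the ventral horn (11 and 6 mice). Recombination outside cholinergic cells or a difference of the line may explain it, and neither was tested.

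For G93A against WT in the ventral horn at p120, 99.1% of the called genes were called with the same sign with depth as a covariate. A lower share of neurons in the spots would raise the markers of all other cell types alike. The median log2 fold change was 2.75 for the homeostatic microglia list and 0.05 for the myelin list, 2.704 apart, so a lower neuron share is not the whole cause. Of 100 splits of the mice, 1 gave as many genes at p100 and 1 at p120, the real one included, which argues against chance. A share below 1 of 100 could not be reached. The splits shuffled the groups of every age at once, so real group differences became spread within the shuffled groups. This may have lowered the counts of the other splits, which also did not balance sex or array version. Over all named regions 1 of 60 splits gave as many genes at p70, p100 and p120. In the dorsal horn 1 of 100 did so at p100 and p120.

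For the count of 1 gene at p30, chance cannot be excluded, since 4 of 60 splits gave at least 1 gene over all named regions and 5 of 100 in the ventral horn. This does not bear on the gene itself, Aoc3, which over all named regions had an edgeR adjusted p of 5.8e-09 at p30 and was called again in different mice at p70 (adjusted p 0.0294), p100 (4.57e-06) and p120 (3.59e-08). For counts of 0 by edgeR the splits decide nothing, since any split gives at least 0 genes and all 100 match by construction. Such counts were those of the ventral horn at p70 (459 genes at an unadjusted p below 0.05, DESeq2 2) and of the dorsal horn at p30 and p70 (262 and 215, DESeq2 0). Further such counts were the change between p30 and p70 and between p100 and p120 (370 and 336, DESeq2 0) and the difference between the sexes (459, DESeq2 0). For the difference between horns at p30, 9 of 100 splits gave at least as many genes as the 1 called in a fit of the compared groups.

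For the ATG7 model against G93A in the ventral horn at p100, 44.8% of the called genes (646 of 1443) were called with depth as a covariate, so a difference in depth may account for part of that result. At p120 the share was 88%, which argues against depth as the whole cause, although the groups differ in depth. On L7 and L8 arrays alone 3655 genes were called at p120, which argues against array version. The ATG7 model differed from WT in 57 genes at p120 (13 higher and 44 lower, 1132 at an unadjusted p below 0.05) and in 385 at p100, which argues against strain background as the whole cause at p120. In the ventral horn 2 of 100 splits gave as many genes at p100, the real one included. The share is low, but the other split gave 1904 genes, more than the 1443 called, so chance is not ruled out there. At p120 only the real split gave as many genes, which argues against chance for that count, within the limits of the splits given above. In the dorsal horn 13 of 100 did so at p100, where chance cannot be excluded, and 1 at p120.

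The count tables differ in more than the symbols they list. Gapdh averaged 538 CPM in 10 mice of one set of tables, 8.32 in 44 mice of the most frequent set and 10.72 in 8 mice of the remaining one. With sex and array version in the fit, edgeR called 2082 of 13809 genes between the first set and the most frequent one (860 higher and 1222 lower, 88 of them over 8-fold) and 11 between the remaining set and the most frequent one. Of 5 mice with tables of 2 sets, 4 held the first set and the most frequent one, with a Gapdh ratio of 19.7 to 145.8 between tables of the same mouse (the highest on 1 count in the lower table), which suggests processing that differed between tables. The fifth held the other 2 sets, at 9.9 and 8.64 CPM. Yam1 held 7.78% of all counts and from 0 to 27% of those of a mouse. Part of this spread follows the set of tables. Yam1 averaged 10.88 CPM in the mice of the first set, 60300 in those of the most frequent set and 76230 in those of the remaining one. Mice of the most frequent set still ranged from 226.2 to 270700 CPM.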
